A study of Equus asinus with 12 samples.

How the data were processed

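RNA was measured in 12 libraries of donkey skeletal muscle, 3 for each of 2 strains (Sanfen and Wutou) in each of 2 muscles (longissimus dorsi and gluteal). Per the labels, tissue was frozen on dry ice and RNA was taken up with Trizol before Illumina library preparation, and the processing notes name cutadapt, Bowtie2 and TopHat2, without versions. The deposited values are FPKM per locus, per the file headers, and no rescaling between samples is recorded. Identifiers of the form MSTRG are those that the assembler StringTie gives by default, and the genome build is not given in the sources used here. The RefSeq annotation of the current donkey reference assembly served only to update gene names and to mark long non-coding RNAs; 3020 of the 5731 LOC identifiers matched it and 937 of them now carry a symbol.

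Of the 27084 loci, 19895 carry 1 reference gene (8672 kept), 410 merge several (367 kept), 3838 are assembled loci with the name of a gene they overlap (1854 kept) and 2941 have no name (1515 kept). The loci without a name hold 26.2% of all FPKM and the assembled loci with a name 16.1%. A locus was kept with an FPKM of at least 1 in at least 3 of the 12 libraries, which left 12408. Reads per library and raw counts are not given. Among low values, steps between values of loci in 2 libraries gave a depth of 0.900 to 1.04 relative to 1 library, resting on 2.60% to 4.25% of the compared ratios, so this estimate is weak and no counting precision is given.

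Tests used limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with 1 linear model over the 4 groups and all 12 libraries (8 residual degrees of freedom), moderated variances with an intensity trend and Benjamini-Hochberg adjustment over the 12408 loci at 0.05. Comparisons were gluteal against longissimus muscle in each strain and averaged over strains, Wutou against Sanfen in each muscle and averaged over muscles, and the interaction. The strain comparison averaged over muscles used strain and replicate number as a random block (duplicateCorrelation with statmod 1.5.0, consensus correlation 0.188), since its libraries may share donkeys; camera takes no random block, so its list tests ran without one. Fold changes are on the log2(FPKM + 1) scale, which draws values near 0 together.

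The design text gives 6 donkeys, and the replicate numbers were checked as a pairing of the 2 muscles through the correlation of deviations from the group means over kept loci. In Sanfen it was 0.246, 0.110 and 0.158 for libraries with the same number, each above the limit of 0.1 set for taking numbers as pairs, and -0.149 to -0.000829 for the others. The Sanfen muscle comparison is therefore also given with the number as a fixed block where that changes a call or a count. The pairing comes from the values, not from the labels.

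Gene lists were written from textbook knowledge before the data were examined, as were the comparisons, the tests, most alternatives and the rule for named genes: 28 lists with 605 genes on fibre type, energy metabolism, ribosome, positional factors, growth and atrophy, stress and immediate early genes, and markers of other cell types. The 24 lists with at least 3 kept members were tested with camera at its preset correlation between genes of 0.01, adjusted over 168 tests, with camera at an estimated correlation and with the rotation test fry beside it. The erythroid, anterior and central homeobox, mitochondrially encoded and sex-linked lists had fewer kept members and were not tested. The fast and slow fibre lists had 10 and 12 kept members. The myosin heavy chain genes MYH1, MYH2, MYH4 and MYH7 were not among them, so the fibre type calls do not rest on these genes. Genes are named by these rules: up to 10 with a symbol in each direction at adjusted p under 0.05, a mean FPKM of at least 5 in the higher group and groups that do not overlap; with fewer than 5 of these, the 5 with a symbol and the smallest p; up to 4 members of each list by smallest p, or any member of the fibre type lists. Genes named outside the rules are said to be so.

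Alternatives were a pseudocount of 0.1, no filter, a filter at an FPKM of 5, median-of-ratios rescaling, quantile normalization, array weights, a fold threshold, unadjusted p, the replicate block, only the 6 libraries compared, and each library left out in turn. Loci in 2 separated levels were left out as an alternative chosen after seeing the data, and so were the list tests without each library. The model was tested on simulated data with 200 changed loci among 12408: at a log2 change of 1 it recovered 17% to 69% of them, depending on the comparison, at a log2 change of 2 it recovered 57% to 92%, and 5 to 12 other loci were called. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.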

Results

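RNA-seq was performed on 12 skeletal muscle libraries of the Dezhou donkey (Equus asinus), a Chinese breed kept in 2 strains named Sanfen and Wutou. Longissimus dorsi, the long muscle of the back, and gluteal muscle, the muscle mass of the hip, were sampled in each strain, which gives 4 groups of 3 libraries, and all animals were 24 months old. The design text gives 6 donkeys for the 12 samples, but no label ties a library to a donkey, so the p-values measure the spread between libraries within a group. The deposited table lists 27084 loci in fragments per kilobase scaled to library depth (FPKM), of which 12408 reached an FPKM of 1 in at least 3 libraries and were tested. Summed FPKM ran from 214564 to 319767 per library and the 10 most abundant loci held 43.8% to 56.5% of it. The number of reads per library is unknown, so no counting interval can be given, and the relative depth estimated from steps between low values was 0.900 to 1.04.

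Libraries of the same strain and muscle were no closer to each other than to the rest. The correlation of log2(FPKM + 1) across loci, which are not independent replicates, was 0.890 to 0.941 (median 0.916) within groups and 0.883 to 0.942 (median 0.921) between groups. A few libraries stood apart in gene groups that define muscle. Relative to the mean of all libraries, the second Sanfen longissimus library averaged -0.79 on the log2(FPKM + 1) scale over the fast fibre list and 0.90 over the slow fibre list. It averaged -0.75 over the ribosomal protein list, -0.61 over the nuclear oxidative phosphorylation list and 0.88 over the satellite cell and regeneration list. The first Sanfen gluteal library averaged 1.06 over the slow fibre list, -0.65 over the fast fibre list and 1.44 over the tendon and cartilage list.

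**Figure D1:**
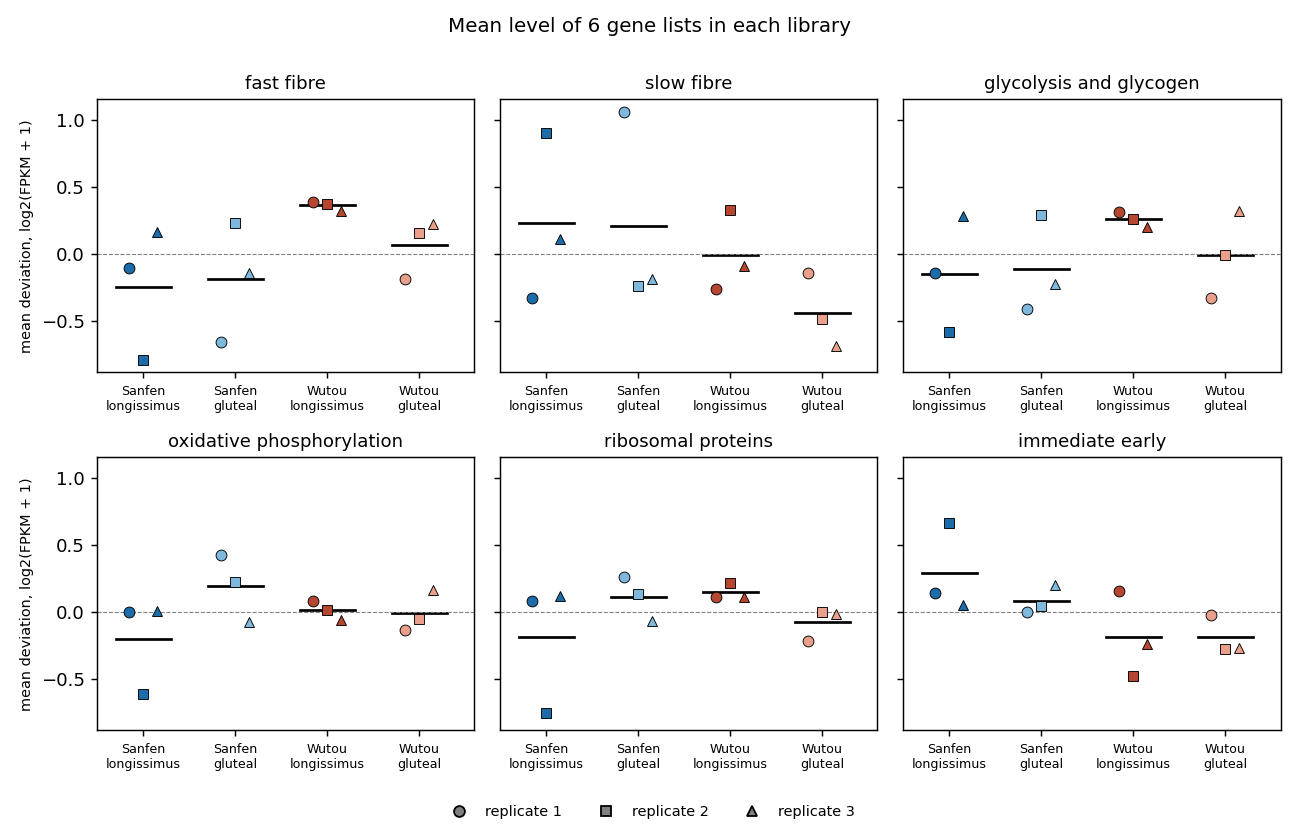
Mean level of 6 gene lists in each of the 12 libraries, on the vertical axis as the mean over members of log2(FPKM + 1) minus the locus mean, with the 4 groups on the horizontal axis. Each library has 1 symbol and each group a bar at its mean. Sanfen longissimus replicate 2 lies lowest for ribosomal proteins at -0.75 and for oxidative phosphorylation at -0.61, and the 3 Wutou longissimus libraries lie above 0 for the fast fibre list.

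Gluteal was compared with longissimus muscle within the Sanfen strain to ask how the 2 muscles differ. 3 loci were higher in gluteal muscle and 0 were lower. ZNF24 (locus MSTRG.16939), which encodes a zinc finger transcription factor, rose from 0.533 ± 0.0567 to 3.61 ± 0.183 FPKM (mean ± SD, n = 3 libraries each), a log2 change of 1.59 (SE 0.16, adjusted p = 0.00797). COMMD1 (MSTRG.11045), a regulator of copper handling and of NF-kB signalling, rose from 2.78 ± 0.143 to 9.13 ± 1.54 FPKM (log2 change 1.41, SE 0.17, adjusted p = 0.0249). The third was an assembled locus that overlaps ZNF644 by name (MSTRG.4504), listed at 0 in all 3 longissimus libraries and at 1.20, 1.26 and 1.13 FPKM in the gluteal ones (adjusted p = 0.0416). It lies outside the rule for named genes and was named after its values were seen. The next reference genes by p did not pass. VKORC1, the vitamin K epoxide reductase subunit, measured 1.07 ± 0.0291 and 5.16 ± 2.61 FPKM in longissimus and gluteal muscle (adjusted p = 0.165). COX7C, a cytochrome c oxidase subunit, measured 71.2 ± 16.8 and 187 ± 26.2 (adjusted p = 0.165), and BTBD9 2.52 ± 0.488 and 1.12 ± 0.0493 (adjusted p = 0.301).

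As groups, transcripts of mitochondrial respiration and of the ribosome lay higher in Sanfen gluteal muscle. Of the nuclear oxidative phosphorylation list, 56 of 57 measured members were higher, with a median log2 change of 0.32 (camera adjusted p = 3.9e-09; adjusted p = 0.966 with an estimated correlation). COX7C was the 1 member that passed when adjusted over the list alone, and 0 passed over all genes tested. NDUFS8, a complex I subunit, measured 45.0 ± 3.16 and 76.0 ± 28.2 FPKM, and COX7A1, the heart and muscle form of a cytochrome c oxidase subunit, 68.8 ± 35.1 and 116 ± 17.4. Of the ribosomal protein list, 71 of 74 measured members were higher, with a median of 0.28 (camera adjusted p = 9.4e-06; adjusted p = 0.966 with an estimated correlation). Of its members 0 passed, also when adjusted over the list alone, and RPL22 measured 25.3 ± 9.99 and 44.2 ± 6.18 FPKM. Immediate early genes had 15 of 23 measured members lower, with a median of -0.18 (camera adjusted p = 0.0129; adjusted p = 0.966 with an estimated correlation). Without Sanfen longissimus replicate 2 the oxidative phosphorylation (adjusted p = 0.245) and immediate early (adjusted p = 0.452) calls ended. Without it 49 of 57 oxidative phosphorylation members were still higher, with a median of 0.20, and the ribosomal protein median was 0.02, with 40 of 74 members higher, and the list was called lower relative to the other loci, the median of all loci being 0.11 (adjusted p = 0.0494). The immediate early call also ended without Sanfen gluteal replicate 1 (adjusted p = 0.0709) or replicate 2 (adjusted p = 0.108).

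With the replicate number as a block, since the numbers paired the Sanfen libraries, 1 locus instead of 3 passed. ZNF24 kept its call (adjusted p = 0.0223), while COMMD1 (0.111) and the ZNF644 locus (0.221) lost theirs. The fatty acid oxidation list, with 21 of 26 measured members higher and a median of 0.22, was called at adjusted p = 0.0304 against 0.0754 without the block (adjusted p = 0.950 with an estimated correlation and the block, 0.966 without the block). The test was limma on log2(FPKM + 1) with Benjamini-Hochberg adjustment, and 443 of the 12408 loci (3.57%) had an unadjusted p under 0.05, where chance gives 5%. Leaving out a library moved the count between 0 (Sanfen gluteal replicate 2) and 5 (Sanfen gluteal replicate 1), and it was 1 without Wutou longissimus replicate 1 or Wutou gluteal replicate 1. COMMD1 and the ZNF644 locus lost their call in most of these fits.

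**Figure D2:**
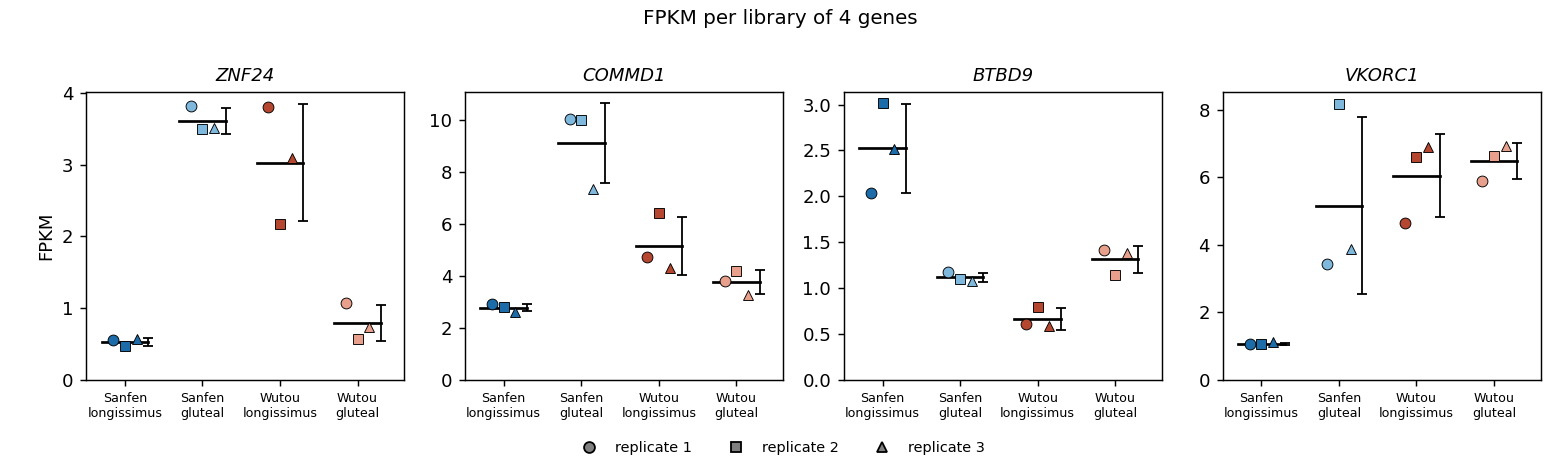
FPKM of ZNF24, COMMD1, BTBD9 and VKORC1 in each library, with FPKM from 0 on the vertical axis and the 4 groups on the horizontal axis. Each library has 1 symbol, with a bar at each group mean and an error bar of 1 SD. ZNF24 averages 0.533 and 3.61 FPKM in Sanfen longissimus and gluteal muscle and 3.03 and 0.794 in the same muscles of Wutou.

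Within the Wutou strain, 0 loci passed between gluteal and longissimus muscle, with 705 of 12408 at an unadjusted p under 0.05 in limma (5.68%, chance 5%). The 5 genes with the smallest p did not pass. NENF, which encodes the secreted factor neudesin, measured 1.40 ± 0.10 FPKM in longissimus and 4.94 ± 0.873 in gluteal muscle (adjusted p = 0.0896). Then came ZNF24 (3.03 ± 0.815 and 0.794 ± 0.255, adjusted p = 0.0896). KIAA0513 followed (2.76 ± 0.311 and 0.918 ± 0.118, adjusted p = 0.0896), then KCNJ11. Last was ITGB6, an integrin subunit (1.54 ± 0.233 and 3.05 ± 0.146, adjusted p = 0.736). KCNJ11, the pore of the ATP-sensitive potassium channel, was listed at 52.5, 65.8 and 62.7 FPKM in the 3 longissimus libraries and at 2.70, 0 and 1.75 in the gluteal ones (adjusted p = 0.617), and is 1 of 61 loci listed in 2 separated levels across the libraries. NENF, ZNF24 and KIAA0513 passed with median-of-ratios rescaling or array weights, which each called 3 loci. With the replicate number as a random block 3 loci passed as well, and with it as a fixed block 0 passed. The count was 2 without Sanfen gluteal replicate 1 or Wutou gluteal replicate 3 and 1 without Sanfen gluteal replicate 2 or Wutou longissimus replicate 1.

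In the posterior homeobox list, HOXA9 measured 1.71 ± 1.0 FPKM in longissimus and 3.16 ± 0.356 in gluteal muscle (log2 change 0.68, SE 0.22, adjusted p = 0.870). HOXC9 was listed at 2.37, 1.03 and 1.66 FPKM in the longissimus libraries and at 0, 0.644 and 0 in the gluteal ones (adjusted p = 0.870). These were the 2 of 4 posterior homeobox members that passed when adjusted over the list alone, with 0 passing over all genes, and the list as a group was not called (camera adjusted p = 0.586).

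The ribosomal protein list was lower in Wutou gluteal muscle in 65 of 74 measured members, with a median log2 change of -0.25 (camera adjusted p = 1.3e-11; adjusted p = 0.966 with an estimated correlation). RPS15 measured 198 ± 13.1 FPKM in longissimus and 135 ± 0.990 in gluteal muscle. The glycolysis and glycogen list was lower in 15 of 19 measured members (median -0.30, camera adjusted p = 0.00612; adjusted p = 0.966 with an estimated correlation). PGAM2, the muscle phosphoglycerate mutase, measured 1352 ± 40.3 and 716 ± 526 FPKM. Of the fast fibre list 9 of 10 measured members were lower (median -0.28, camera adjusted p = 0.0143), and of the slow fibre list 11 of 12 measured members (median -0.23, camera adjusted p = 0.0211). Both had adjusted p = 0.966 with an estimated correlation. CSRP3, a Z-disc protein in the slow fibre list, measured 696 ± 242 and 319.7 ± 244 FPKM. No member of these 4 lists passed, also when adjusted over the list alone. Without Wutou gluteal replicate 1 the fast fibre (adjusted p = 0.184) and glycolysis (adjusted p = 0.221) calls ended. The slow fibre call ended without Wutou longissimus replicate 2 (adjusted p = 0.245), Wutou gluteal replicate 2 (adjusted p = 0.0819) or Wutou gluteal replicate 3 (adjusted p = 0.105).

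Averaged over both strains, 0 of 12408 loci passed between the muscles over all genes tested. HOXC10, TBX1 and ZIC1 passed when adjusted over their lists alone, without adjustment across lists or comparisons. HOXC10, a homeobox gene of the lumbar region and hindlimb, measured 1.35 ± 0.481 and 2.19 ± 0.439 FPKM in Sanfen longissimus and gluteal muscle and 1.59 ± 0.0645 and 2.32 ± 0.528 in Wutou (log2 change 0.40, SE 0.13, adjusted p = 0.745). It was the 1 of 4 posterior homeobox members that passed when adjusted over the list alone. HOXA9 measured 1.91 ± 0.126 and 2.15 ± 0.390 in Sanfen and 1.71 ± 1.0 and 3.16 ± 0.356 in Wutou. TBX1, a T-box factor of myogenic progenitors, and ZIC1, a zinc finger factor of the dorsal body, were the 2 of 16 members of the positional and myogenic factor list that passed when adjusted over the list alone, with 0 passing over all genes. TBX1 measured 1.62 ± 1.07 and 5.82 ± 6.23 FPKM in Sanfen longissimus and gluteal muscle and 1.05 ± 0.521 and 7.29 ± 3.03 in Wutou (log2 change 1.48, SE 0.43, adjusted p = 0.745). ZIC1 was listed at 1.74, 2.20 and 1.52 FPKM in Sanfen longissimus, 0, 0.524 and 0 in Sanfen gluteal, 1.11, 0 and 1.58 in Wutou longissimus and 0, 0.915 and 0 in Wutou gluteal muscle (adjusted p = 0.745). In set tests neither the posterior homeobox list (camera adjusted p = 0.173) nor the positional factor list (camera adjusted p = 0.728) was called.

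**Figure D3:**
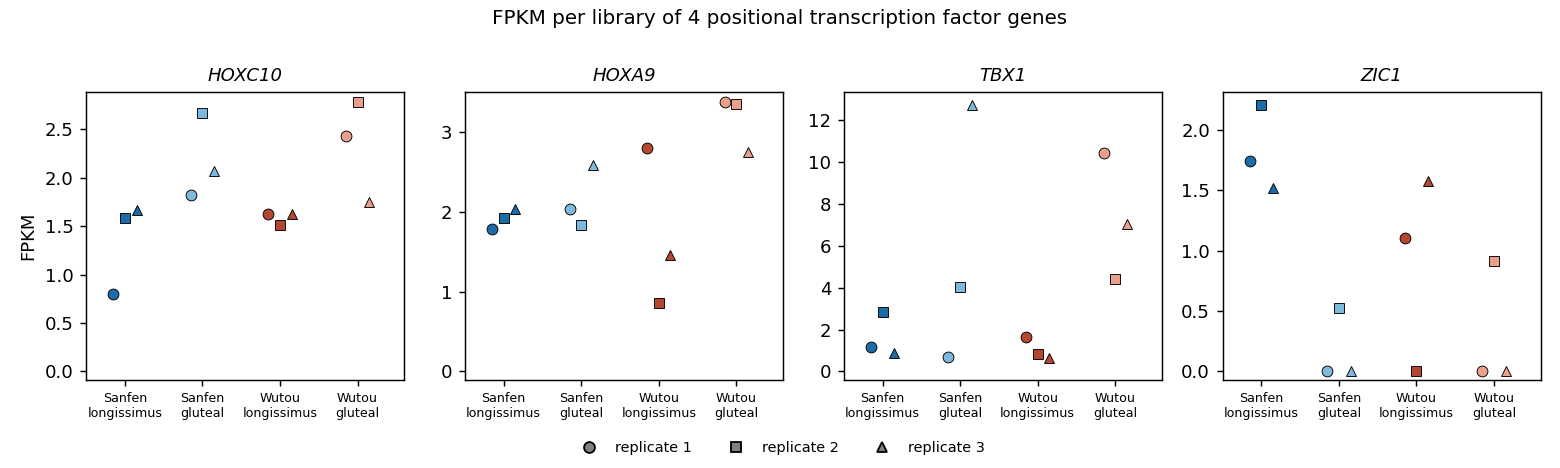
FPKM of HOXC10, HOXA9, TBX1 and ZIC1 in each library, with FPKM on the vertical axis, the 4 groups on the horizontal axis and 1 symbol per library. ZIC1 is listed at 0 in 5 of the 12 libraries, and 1 of the 3 Sanfen gluteal libraries lies at 0.669 FPKM for TBX1, below the other 2.

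Among reference genes with a symbol, the smallest p in this comparison were those of NENF (log2 change 0.79, SE 0.12), HOXD1 (-0.76, SE 0.15), RNF115 (-0.62, SE 0.12), TPRN (-1.09, SE 0.21) and TSN (-0.78, SE 0.16), each at adjusted p = 0.413. HOXD1, a homeobox gene, measured 1.93 ± 0.674 and 0.952 ± 0.423 FPKM in Sanfen longissimus and gluteal muscle and 2.66 ± 0.486 and 0.902 ± 0.193 in Wutou. Among fuel genes, CD36, a fatty acid transporter, measured 9.80 ± 0.502 and 18.5 ± 4.92 FPKM in Sanfen and 11.7 ± 5.44 and 19.1 ± 8.89 in Wutou (adjusted p = 0.745). Of the fatty acid oxidation list 22 of 26 measured members were higher in gluteal muscle (median 0.30), which did not pass without a replicate block (camera adjusted p = 0.0593). The oxidative phosphorylation list was higher in 50 of 57 measured members (median 0.15, camera adjusted p = 0.0203; adjusted p = 0.966 with an estimated correlation). The glycolysis and glycogen list was lower in 15 of 19 measured members (median -0.13, camera adjusted p = 0.00612) and the fast fibre list in 8 of 10 measured members (median -0.07, camera adjusted p = 0.0356). Both had adjusted p = 0.966 with an estimated correlation. In Sanfen alone 6 of the 10 fast fibre members (median 0.06) and 11 of the 19 glycolysis members (median 0.02) were higher in gluteal muscle, and in Wutou alone 32 of the 57 oxidative phosphorylation members were lower (median -0.02). Limma gave 814 loci with an unadjusted p under 0.05 (6.56%, chance 5%). Without Sanfen gluteal replicate 1, 4 loci passed, and 1 without Sanfen longissimus replicate 2 or Wutou gluteal replicate 3. Without Sanfen gluteal replicate 1 all 3 list calls ended (adjusted p = 0.263, 0.202 and 0.570 in that order). The oxidative phosphorylation call also ended without Sanfen longissimus replicate 2 (adjusted p = 0.938), Wutou longissimus replicate 3 (0.117) or Wutou gluteal replicate 3 (0.463). The glycolysis call also ended without Sanfen longissimus replicate 3 (adjusted p = 0.306) or Wutou gluteal replicate 1 (0.160). The fast fibre call ended as well without Sanfen longissimus replicate 1 (adjusted p = 0.190) or 3 (0.403), Wutou longissimus replicate 2 (0.0591) or 3 (0.0504), or Wutou gluteal replicate 1 (0.221).

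Wutou was compared with Sanfen in longissimus muscle to ask how the strains differ. ZNF24 was higher in Wutou, at 3.03 ± 0.815 against 0.533 ± 0.0567 FPKM (log2 change 1.37, SE 0.16, adjusted p = 0.0316). BTBD9 (MSTRG.17653, 1 of 8 tested loci of that name), which encodes a BTB domain protein, was lower, at 0.662 ± 0.115 against 2.52 ± 0.488 FPKM (log2 change -1.08, SE 0.14, adjusted p = 0.0316). VKORC1 at 6.05 ± 1.22 against 1.07 ± 0.0291 FPKM (adjusted p = 0.0586), FMOD, the collagen-binding proteoglycan fibromodulin, at 1.37 ± 0.522 against 11.3 ± 5.58 (adjusted p = 0.0977) and NENF at 1.40 ± 0.10 against 4.13 ± 0.394 (adjusted p = 0.116) did not pass. FMOD and COL12A1, a fibril-associated collagen at 1.96 ± 0.644 against 7.70 ± 1.99 FPKM, were the 2 of 22 members of the extracellular matrix list that passed when adjusted over the list alone, with 0 passing over all genes. MYF5, a satellite cell transcription factor at 0.176 ± 0.103 against 1.30 ± 0.477 FPKM, was the 1 of 11 members of the satellite cell list that did so.

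Fast fibre and glycolytic transcripts lay higher in Wutou longissimus, as far as the listed members show. The measured fast fibre members do not include the myosin heavy chain genes MYH1, MYH2 and MYH4. All 10 measured members of the fast fibre list were higher, with a median log2 difference of 0.61 (camera adjusted p = 1.7e-06; adjusted p = 0.966 with an estimated correlation). TNNI2, the fast troponin I, measured 2966 ± 32.8 FPKM in Wutou and 1539 ± 755 in Sanfen, and ACTN3, the fast fibre alpha-actinin, 373 ± 14.3 and 193 ± 71.0. The fast fibre call held without each library in turn, and 0 of its members passed, also when adjusted over the list alone. Of the glycolysis and glycogen list 16 of 19 measured members were higher (median 0.49, camera adjusted p = 2.5e-05; adjusted p = 0.966 with an estimated correlation). PGK1 measured 190.4 ± 32.9 against 118 ± 51.0 FPKM, while GBE1, the glycogen branching enzyme, lay the other way at 5.45 ± 0.673 against 10.3 ± 1.80. Of the ribosomal protein list 70 of 74 measured members were higher (median 0.31, camera adjusted p = 1.2e-17), and of the oxidative phosphorylation list 49 of 57 measured members (median 0.22, camera adjusted p = 5.0e-08). Both had adjusted p = 0.966 with an estimated correlation. RPS20 measured 139 ± 15.2 against 69.3 ± 24.3 FPKM. COX7C, at 165 ± 26.9 against 71.2 ± 16.8, was the 1 member of these 2 lists that passed when adjusted over the list alone. Immediate early genes were lower in 20 of 23 measured members (median -0.49, camera adjusted p = 0.00257; adjusted p = 0.966 with an estimated correlation). EGR3 measured 0.434 ± 0.213 against 1.27 ± 0.366 FPKM.

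Without Sanfen longissimus replicate 2, the library with the lowest fast fibre level of the 12, the glycolysis (adjusted p = 0.140), ribosomal protein (adjusted p = 0.261), oxidative phosphorylation (adjusted p = 0.412) and immediate early (adjusted p = 0.140) calls ended. Without it the ribosomal protein median was 0.07, with 41 of 74 members higher, and the oxidative phosphorylation median 0.05, with 34 of 57. Limma gave 2 loci past the threshold and 685 at an unadjusted p under 0.05 (5.52%, chance 5%). The count was 0 without any of Sanfen longissimus replicate 1, Sanfen gluteal replicate 3, Wutou longissimus replicate 1, Wutou longissimus replicate 3 or Wutou gluteal replicate 3. It was 1 without Sanfen longissimus replicate 2, Sanfen longissimus replicate 3, Wutou longissimus replicate 2 or Wutou gluteal replicate 1, and was 6 without Sanfen gluteal replicate 1.

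In gluteal muscle ZNF24 was lower in Wutou, at 0.794 ± 0.255 against 3.61 ± 0.183 FPKM (log2 change -1.37, SE 0.16, adjusted p = 0.0362), and was the 1 locus of 12408 that passed. COMMD1 at 3.76 ± 0.466 against 9.13 ± 1.54 FPKM did not pass (adjusted p = 0.317). The protease inhibitor A2M at 0.663 ± 0.176 against 2.43 ± 0.519 (adjusted p = 0.384) and TRMT12, a transfer RNA modification enzyme, at 0.0745 ± 0.0338 against 1.84 ± 0.449 (adjusted p = 0.384) did not pass either. UBQLN2, a ubiquitin-binding shuttle protein, was listed at 0 in all 3 Sanfen gluteal libraries and at 2.38, 2.96 and 1.99 FPKM in the Wutou ones (adjusted p = 0.384).

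Slow fibre transcripts lay lower in Wutou gluteal muscle in 10 of 12 measured members, with a median log2 difference of -0.86 (camera adjusted p = 0.00266; adjusted p = 0.966 with an estimated correlation). ATP2A2, the slow muscle calcium pump, measured 147 ± 21.6 FPKM in Wutou and 320.1 ± 73.6 in Sanfen, and TPM3, the slow tropomyosin, 55.4 ± 15.5 and 154 ± 114. TNNC1 measured 569.6 ± 61.5 and 1177 ± 556, and TNNT1, the slow troponin T, 432 ± 40.9 and 924 ± 440.0. Of the fast fibre list 7 of 10 measured members were higher (median 0.32, camera adjusted p = 0.00403) and of the glycolysis and glycogen list 16 of 19 measured members (median 0.18, camera adjusted p = 0.0171). Both had adjusted p = 0.966 with an estimated correlation. In these 3 lists 0 members passed, also when adjusted over the list alone. The first Sanfen gluteal library, with the highest slow fibre level of the 12, stood apart in these lists. All 3 calls ended without it (adjusted p = 0.246, 0.520 and 0.717 in that order) and also without Wutou gluteal replicate 3 (adjusted p = 0.0755, 0.114 and 0.530). The glycolysis call ended without Wutou gluteal replicate 2 as well (adjusted p = 0.0526). Limma gave 603 loci at an unadjusted p under 0.05 (4.86%, chance 5%). The count of 1 became 0 without any of 8 of the 12 libraries (the 3 of Sanfen longissimus, Sanfen gluteal replicates 2 and 3, Wutou longissimus replicate 3, and Wutou gluteal replicates 1 and 2). It was 2 without Wutou longissimus replicate 1 and 3 without Sanfen gluteal replicate 1. Leaving out 1 library, ZNF24 kept its call only without Wutou longissimus replicate 1 or 2.

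Averaged over both muscles, Wutou lay higher than Sanfen in fast fibre and glycolytic transcripts and lower in slow fibre and immediate early transcripts, while 0 single loci passed. All 10 measured members of the fast fibre list were higher in Wutou, with a median log2 difference of 0.42 (camera adjusted p = 2.4e-07; adjusted p = 0.966 with an estimated correlation). ACTN3 measured 373 ± 14.3 FPKM in longissimus and 264 ± 70.8 in gluteal muscle of Wutou and 193 ± 71.0 and 158 ± 63.9 in Sanfen (log2 change 0.90, SE 0.27, adjusted p = 0.793). CASQ1, the fast fibre calsequestrin, measured 772 ± 208 and 631 ± 136 in Wutou and 495 ± 93.3 and 486 ± 47.6 in Sanfen. Of the glycolysis and glycogen list 18 of 19 measured members were higher (median 0.29, camera adjusted p = 3.7e-06; adjusted p = 0.966 with an estimated correlation), GBE1 being the exception at a log2 change of -0.72. The fast fibre and glycolysis calls held without each library in turn. All list tests in this comparison took the libraries as independent, without the random block. If the numbers are pairs, leaving out 1 library keeps the other muscle of its donkey. Leaving out a whole donkey was not tested. Of the slow fibre list 10 of 12 measured members were lower (median -0.46, camera adjusted p = 0.0196; adjusted p = 0.966 with an estimated correlation). ATP2A2, at a log2 change of -1.02 (SE 0.26, adjusted p = 0.783), was its 1 member that passed when adjusted over the list alone. Immediate early genes were lower in 19 of 23 measured members (median -0.46, camera adjusted p = 0.00612; adjusted p = 0.966 with an estimated correlation). EGR3, an activity-induced transcription factor, was the 1 member that passed when adjusted over the list alone, at 0.434 ± 0.213 and 0.387 ± 0.207 FPKM in Wutou longissimus and gluteal muscle and 1.27 ± 0.366 and 1.34 ± 0.407 in Sanfen.

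Among reference genes with a symbol FMOD had the smallest p, at 1.37 ± 0.522 and 1.92 ± 0.303 FPKM in Wutou longissimus and gluteal muscle against 11.3 ± 5.58 and 5.41 ± 3.27 in Sanfen (log2 change -1.67, SE 0.29, adjusted p = 0.453). VKORC1 (log2 change 1.05, adjusted p = 0.453), A2M (-0.83, adjusted p = 0.453), the catalase gene CAT (-0.97, adjusted p = 0.783) and EGR3 (-0.71, adjusted p = 0.783) followed, none passing. FMOD and COL12A1 (-1.19) were the 2 of 22 extracellular matrix members, and PMP22 (-0.89), a myelin protein, the 1 of 4 nerve and Schwann cell members, that passed when adjusted over the list alone, with 0 passing over all genes. As markers of other tissue in the samples, the tendon and cartilage list was lower in 3 of 4 measured members (median -0.92), the nerve and Schwann cell list in 3 of 4 (median -0.43) and the extracellular matrix list in 14 of 22 (median -0.15). None of the 3 was called (camera adjusted p = 0.326, 0.243 and 0.575). The heat shock list was higher in 8 of 11 measured members (median 0.21, camera adjusted p = 0.0211; adjusted p = 0.966 with an estimated correlation). The ribosomal protein list was higher in 56 of 74 measured members (median 0.08, camera adjusted p = 3.5e-05) and the oxidative phosphorylation list in 34 of 57 measured members (median 0.07, camera adjusted p = 0.00890). Both had adjusted p = 0.966 with an estimated correlation. In gluteal muscle alone 68 of the 74 and 43 of the 57 were lower (medians -0.16 and -0.14). Without Sanfen longissimus replicate 2 the medians of these 2 turned to -0.06 and -0.07 (adjusted p = 0.696 and 0.984), and the slow fibre (adjusted p = 0.154) and immediate early (adjusted p = 0.0960) calls also ended. The oxidative phosphorylation call ended without Sanfen gluteal replicate 3 (adjusted p = 0.228), Wutou longissimus replicate 2 (0.0562) or Wutou gluteal replicate 3 (0.288). The slow fibre call ended without Sanfen gluteal replicate 1 (adjusted p = 0.183), Wutou longissimus replicate 1 (0.0907) or Wutou gluteal replicate 3 (0.0978), and the heat shock call without Sanfen gluteal replicate 2 (adjusted p = 0.287), Wutou longissimus replicate 1 (0.0907) or Wutou gluteal replicate 1 (0.253). Limma with strain and number as a random block gave 741 loci at an unadjusted p under 0.05 (5.97%, chance 5%), and 1 locus passed without Sanfen gluteal replicate 1, Sanfen gluteal replicate 2 or Wutou gluteal replicate 2.

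The difference between the strains in their gluteal against longissimus change was tested as an interaction. ZNF24 was the 1 locus of 12408 that passed, with a log2 interaction of -2.74 (SE 0.23, adjusted p = 9.6e-04): its 3 gluteal libraries lay above its 3 longissimus libraries in Sanfen and below them in Wutou. The ZNF24 results in the single comparisons and here rest on the same 12 values. COMMD1 (-1.77, SE 0.25, adjusted p = 0.0798), BTBD9 (1.20, SE 0.19, adjusted p = 0.200) and KIAA0513 (-1.12, SE 0.20, adjusted p = 0.306) did not pass. STBD1, a glycogen-binding protein, did not pass either (adjusted p = 0.306). Its FPKM were 0.579, 0.263 and 0.770 in Sanfen longissimus, 0.715, 17.8 and 18.1 in Sanfen gluteal, 12.9, 15.9 and 13.8 in Wutou longissimus and 0.518, 0.670 and 1.41 in Wutou gluteal muscle, and it is 1 of 61 loci listed in 2 separated levels across the libraries. The ribosomal protein list had 72 of 74 measured members with a negative interaction (median -0.52, camera adjusted p = 6.6e-18; adjusted p = 0.966 with an estimated correlation). Among them were RPS20 (-1.57) and RPS16 (-1.02). The oxidative phosphorylation list had 51 of 57 measured members (median -0.31, camera adjusted p = 1.1e-07; adjusted p = 0.966 with an estimated correlation). Among them were COX7C (-1.78), NDUFS8 (-1.14) and COX4I1 (-0.95). COX7C passed when adjusted over the list alone and 0 members of either list passed over all genes. HOXC9 was the 1 of 4 posterior homeobox members that passed when adjusted over the list alone (adjusted p = 1.0 over all genes). It was listed at 0, 0 and 2.15 FPKM in Sanfen longissimus and at 2.33, 1.13 and 1.13 in Sanfen gluteal muscle. Without Sanfen longissimus replicate 2 the oxidative phosphorylation call ended (adjusted p = 0.0960). Its median was then -0.22, with 43 of 57 members negative. The ribosomal protein median without that library was -0.26, with 59 of 74 members negative. ZNF24 passed without each library in turn and 322 loci (2.60%, chance 5%) had an unadjusted p under 0.05 in limma. The count was 5 without Sanfen gluteal replicate 1 and 2 without Wutou longissimus replicate 1.

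Over the 24 lists and 7 comparisons, camera called 27 of 168 tests with its preset correlation between genes and 0 with an estimated one. Over the same 168 pairs of list and comparison, single members passed 17 times when adjusted over the list alone. That adjustment was not carried across the 168, so passes by chance are to be reckoned with among the 17. The rotation test fry called 0 (smallest adjusted p = 0.941, with 5 tests at an unadjusted p under 0.05).

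Long non-coding RNAs, which the series set out to compare, were represented by 68 tested loci that the reference annotation marks as such. In limma 0 of them passed in any of the 7 comparisons, also when adjusted over the 68 alone, and 1 to 4 per comparison had an unadjusted p under 0.05. The submitters' own assignment of assembled transcripts as long non-coding was not used here.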

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

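Of the tests in this part, the one that leaves out Sanfen longissimus replicate 2 and the one that reassigns muscle labels were chosen after the result was seen, as was the one on positional members. The readings of the muscle exchange test and of the test on loci beside ZNF24 were made more cautious after their results were seen.

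ZNF24 stands out because its gluteal against longissimus change differed between the strains by an interaction test (log2 interaction -2.74, adjusted p = 9.6e-04), with FPKM of 0.558, 0.468 and 0.572 in Sanfen longissimus, 3.82, 3.49 and 3.51 in Sanfen gluteal, 3.80, 2.18 and 3.10 in Wutou longissimus and 1.07, 0.575 and 0.734 in Wutou gluteal muscle. Reads moved between ZNF24 and the loci beside it would give opposite values there, and the lowest correlation was 0.456 (ZSCAN30) beside 0.605 (INO80C), past the limit written against it, but at 0.0111 to 0.555 and 0.400 to 1.13 FPKM both loci lie near the floor and below the filter, so this stays open. Muscle labels exchanged in 1 strain would make other genes move in opposite ways, while 60.5% of the loci at an unadjusted p under 0.05 in Sanfen and 62.7% of those in Wutou moved the same way in the other strain about its median (64.6% and 71.1% about 0). That met the limit of 60% written beforehand against an exchange, but 5 and 6 of 20 reassignments of the muscle labels, the real ones included, gave as much. Of the 20 posterior homeobox and positional members 18, with HOXC10, TBX1 and ZIC1 but not HOXC9, lay the same way in both strains (highest other reassignment 15), which argues against an exchange, but about the medians it was 15, as many as 2 of 20 reassignments gave, so an exchange cannot be told apart from a strain difference, which stays open as untested.

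The ribosomal protein list (median log2 interaction -0.52) and the nuclear oxidative phosphorylation list (median -0.31) also differed between the strains by interaction tests (camera adjusted p = 6.6e-18 and 1.1e-07, both at adjusted p = 0.966 with an estimated correlation). Without Sanfen longissimus replicate 2 the ribosomal median kept 49.95% of its value (-0.26) and the oxidative phosphorylation median 70.6% (-0.22), so that library may account for part of the pattern. How much cannot be told apart from strain. Other families with short messenger RNAs include mitochondrial ribosomal proteins and LSM proteins. They had a median interaction of -0.30 (SE 0.0672, taking loci as independent, 79 of 107 loci lower) against -0.02 over other named loci. A difference between libraries in the yield of short messenger RNAs may therefore be a source of the pattern. The other named loci were not chosen for like abundance or function, so the test cannot separate length from these. The median interaction was -0.13 with the filter at an FPKM of 5 and -0.03 over all tested loci. A biological difference between the strains was not tested apart from these.

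Other splits of the same libraries were counted for each comparison. In the Sanfen muscle comparison, 1 of the 10 splits of its 6 libraries gave as many loci as the real one, which is the real one itself (3 loci, highest other 1; the 3 other splits that part all 3 number pairs also gave at most 1). The values were 10 of 10 splits for the Wutou muscle comparison (real 0, highest other 2), 2 of 10 for the strains in longissimus (real 2, highest other 4), 6 of 10 for the strains in gluteal muscle (real 1, highest other 2) and 10 of 10 for the strains averaged over muscles (real 0, highest other 2). With 10 splits a share under 0.05 is out of reach. For the muscles averaged over strains 100 of 100 splits gave as many (real 0, highest other 3). A count of 0 is matched by every split whatever the data, so the splits say nothing about the 3 counts of 0, a reading made after the results were seen. For the interaction 30 of 100 splits gave as many (real 1, highest other 3), so chance is not excluded for that count. Neither these splits nor the 20 reassignments of the muscle labels were limited to those that part the number pairs.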

How the results depend on the processing

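The alternative without loci in 2 separated levels was chosen after seeing the data, as were the list tests that leave out a library. Of 205 alternative counts 135 stayed within 1.5 times the reported one and 70 moved. Of 2028 alternative values of named genes 1941 kept their direction and side of the threshold, 59 lost the threshold, 28 gained it and 0 turned. Of 432 list alternatives 355 kept their call, 74 lost it and 3 changed side relative to the other loci. These 3 were, without Sanfen longissimus replicate 2, ribosomal proteins between the Sanfen muscles (adjusted p = 0.0494, median still above 0 at 0.02, with 7.73e-13 the lowest p over the libraries left out), and, between the strains averaged over muscles, ribosomal proteins (0.696, lowest 1.10e-10) and oxidative phosphorylation (0.984, lowest 0.000141). The ZNF24 interaction kept its call in every setting that tested it; the filter at an FPKM of 5 removes the locus. Rescaling moved the median of all loci by less than 0.1 on the log2 scale. Loci near the FPKM limit are measured least well, and without reads per library that limit cannot be stated as counts.

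Counts that moved, with the causes not tested: a pseudocount of 0.1 gave 5 for the Sanfen muscles, 6 for the strains in longissimus and 0 for the strains in gluteal muscle. No filter gave 5 for the Sanfen muscles, 1 for the muscles averaged, 4 for the strains in longissimus, 1 for the strains averaged and 2 for the interaction. The filter at an FPKM of 5 gave 1 for the Sanfen muscles and 0 for the strains in longissimus, the strains in gluteal muscle and the interaction. Median-of-ratios rescaling gave 3 for the Wutou muscles and 0 for the strains in gluteal muscle, quantile normalization 0 for the strains in gluteal muscle and 2 for the interaction, and array weights 3 for the Wutou muscles and 4 for the strains in longissimus. Only the 6 libraries compared gave 1 for the Wutou muscles, 7 for the strains in longissimus and 2 for the strains in gluteal muscle, and the mean of both muscles per strain and number 1 for the strains averaged. Unadjusted p with a log2 change of at least 1 gave 68 and 60 for the Sanfen and Wutou muscles, 24 for the muscles averaged, 87, 79 and 37 for the strains in longissimus, gluteal muscle and averaged, 124 for the interaction and 1 for long non-coding RNAs. List calls were 0 with an estimated correlation against 27, 26 with median-of-ratios rescaling and 32 with the replicate block.

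With the replicate number as a fixed block the Sanfen muscles gave 1 and the Wutou muscles 0, the muscles averaged 0 and the interaction 1; as a random block the Wutou muscles gave 3 and the interaction 2, and the strains averaged gave 0 with and without it. In Wutou the correlations for numbers 1 to 3 were 0.182, 0.165 and 0.0711. The last lies below the limit of 0.1, so the Wutou numbers were not taken as pairs. The highest correlation between different Wutou numbers was 0.0126, so every library correlated best with its own number. A pairing in Wutou therefore stays possible, a hint from the data and not the design. In the Sanfen muscle comparison the block changed no list call besides fatty acid oxidation, and it brought that list in for the muscles averaged (adjusted p = 0.00774, and 0.950 with an estimated correlation). Through the joint adjustment the circadian, heat shock and ribosomal protein lists between the strains in gluteal muscle went from 0.0525 to 0.0492 (0.950 with an estimated correlation).

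Leaving out 1 library at a time, counts ranged over 0 to 5 (Sanfen muscles), 0 to 2 (Wutou muscles), 0 to 4 (muscles averaged), 0 to 6 (strains in longissimus), 0 to 3 (strains in gluteal muscle), 0 to 1 (strains averaged), 1 to 5 (interaction), 0 to 0 (long non-coding RNAs) and 21 to 33 (list calls).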

Other observations

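The tests of loci in 2 separated levels were all defined after such loci had been noticed, and their readings were made more cautious after the results were seen.

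Between the muscles averaged over strains, the adipocyte and lipogenesis list had 9 of 15 measured members higher in gluteal muscle (median 0.02, camera adjusted p = 0.963). PLIN4, a lipid droplet coat protein, measured 9.91 ± 0.434 and 30.1 ± 17.7 FPKM in Sanfen longissimus and gluteal muscle and 13.7 ± 4.18 and 21.6 ± 4.77 in Wutou (adjusted p = 0.745). FABP4, the fatty acid binding protein of adipocytes, measured 4.46 ± 0.587 and 5.48 ± 0.564 and 4.20 ± 0.639 and 6.04 ± 0.953 in the same order. ADIPOQ, adiponectin, lay the other way at 3.64 ± 1.45 and 1.51 ± 1.15 in Sanfen and 2.41 ± 1.05 and 2.11 ± 0.735 in Wutou, and SCD, a fatty acid desaturase, measured 2.23 ± 1.28 and 4.21 ± 3.69 in Sanfen and 5.90 ± 3.82 and 1.66 ± 1.02 in Wutou, without passing. In the fatty acid oxidation list ETFDH, which passes electrons from fatty acid oxidation to ubiquinone, measured 6.65 ± 0.501 and 9.15 ± 0.340 in Sanfen and 6.46 ± 1.28 and 8.74 ± 2.01 in Wutou. Between the strains, FBXO32, the muscle atrophy ubiquitin ligase, measured 36.9 ± 18.4 and 34.1 ± 1.15 FPKM in Sanfen and 17.1 ± 5.12 and 22.7 ± 9.26 in Wutou. These values are of 1 locus, and a second of that name (MSTRG.15518) was listed at 28.1 to 80.9 FPKM in 9 libraries and at 0 in Sanfen gluteal replicate 3, Wutou longissimus replicate 2 and Wutou gluteal replicate 3. FN1, fibronectin, measured 33.9 ± 5.59 and 33.0 ± 7.06 and 21.8 ± 4.97 and 22.4 ± 9.90, and THBS4, a matrix protein of tendon, 55.6 ± 29.4 and 62.4 ± 50.6 and 22.7 ± 4.26 and 24.4 ± 7.84, each in the same order. None of the 3 passed over all genes (adjusted p = 0.793, 0.812 and 0.793).

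Other named genes also have more than 1 locus of their name, and each value given is of 1 of them. Of 7 further tested loci named BTBD9, 6 lay lower in Wutou longissimus muscle and 0 passed in any comparison. Of 6 further tested loci named ZNF644 and 1 named ZIC1, 0 passed.

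Without the replicate block, the lists with no call in any comparison had these smallest camera adjusted p: circadian clock 0.0525, fatty acid oxidation 0.0593, positional and myogenic factors 0.0700, extracellular matrix 0.0754, posterior homeobox 0.0826, and leukocyte and macrophage 0.176. For the others it was: satellite cell and regeneration 0.177, nerve and Schwann cell 0.228, citrate cycle 0.243, atrophy 0.302, tendon and cartilage 0.326, growth factor signalling 0.348, endothelial 0.498, pigmentation 0.534, interferon response 0.575, smooth muscle and pericyte 0.643, and adipocyte and lipogenesis 0.680. With the block, circadian clock and fatty acid oxidation were called (adjusted p = 0.950 with an estimated correlation). Loci whose 2 groups did not overlap made up 7.54% between the Sanfen muscles (778 higher in gluteal muscle, 157 lower) and 12.9% between the Wutou muscles (1079 and 519), where chance gives 10%. They made up 11.8% between the strains in longissimus (482 higher in Wutou, 983 lower) and 10.9% in gluteal muscle (272 and 1077), with the same chance value. Averaged, they made up 0.862% between the muscles (93 higher in gluteal muscle, 14 lower) and 1.27% between the strains (11 higher in Wutou, 146 lower), where chance gives 0.5%. That chance value is for no overlap, in the same direction, within both strains (muscle comparison) or within both muscles (strain comparison). An assembled locus with the name ARF6 (MSTRG.9787), singled out after its values were seen, was listed at 617 FPKM in Wutou gluteal replicate 1 and at 17104 to 51473 in the other 11 libraries.

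Among the 12408 loci, 61 were listed in 2 levels more than 2 apart on the log2 scale with at least 2 libraries in each, 36 of them reference loci and 40 with a library at 0. Loss of genes without introns by the assembly was tested on a list of 63 such genes. In 2 levels were 0% of its 23 kept loci against 0.321% of 8097 other named loci, but the 95% upper limit of 14.8% is far above the limit of 2 times the latter that was written against this explanation, so too few loci keep it open. Reads moved to a neighbouring locus gave 3.28% (2 of 61) with an adjacent locus at a correlation of -0.7 or below against 0.943% (115 of 12197) elsewhere, past the ratio of 3 written beforehand but at Fisher exact p = 0.115, so this cannot be told apart from chance. The level followed a pair of groups completely in 6 loci. Of 10000 random relabellings of the libraries 19.4% gave as many (median 4, highest 11). A link to strain or muscle therefore cannot be told apart from chance either. The relabelling took the libraries as independent, although libraries of the same strain and number may share a donkey. In some loci the 2 libraries that stood apart had the same strain and number. In Sanfen these were MSTRG.16111, MSTRG.5128, LOC106824131 and MYH2 (replicate 1) and LOC106838661 (replicate 2). In Wutou they were G0S2 (replicate 2) and MSTRG.9671, MSTRG.9831 and MSTRG.6834 (replicate 3). In the remaining loci with 2 libraries apart, strain and number were not both shared. These were DYX1C1, UQCRFS1, LOC106841006, LOC106842058, SYNPO, HSPA2, LOC106822669, PIGC and GCH1. A link to the donkey was not tested.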
